A study of Glycine max with 12 samples.

How the data were processed

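The measurements are RNA sequencing of soybean pods, 12 libraries in 4 groups of 3. Groups and replicate numbers were taken from the sample titles, and all 12 columns of each table were matched to a sample. Total RNA was isolated from pooled pods and sequenced as paired ends on an Illumina NovaSeq instrument, per the labels' protocols. The authors deposited a table of read counts per gene and a table of FPKM (fragment counts scaled by gene length and by the number of mapped fragments), each with 1 column per library. The aligner, the counting tool, the strand setting, the annotation and the genome build are not stated, per the labels' protocols and the file headers. The deposited counts are whole numbers with a different total in each library, and were used as they stand. The deposited FPKM values are not a fixed multiple of the counts. Between 612 and 1391 genes per library had an FPKM of 0 with at least 10 counts, and between 1270 and 1748 had a positive FPKM with 0 counts. FPKM was therefore used only in an alternative test and, through its ratio to the counts, for an inferred gene length in a check of length bias, which carries the same uncertainty.

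Both tables hold 57147 IDs, of which 55897 begin with GLYMA and 1250 with ENSRNA. They do not pair IDs with names, and 0 IDs matched the gene table that was available (assembly Glycine_max_v4.0). IDs are therefore printed as deposited, without names or coordinates. A comparison of 12 gene families, planned from words in gene descriptions, was not run for the same reason, and GC content was not examined.

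The main test was edgeR's quasi-likelihood test (version 4.0.16, R 4.3.3) with robust estimation, TMM factors (from 0.951 to 1.06) and edgeR's filter for low counts by group, which left 38737 genes. One fit of 4 group means over the 12 libraries gave 5 comparisons between groups and the interaction, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene was called at an adjusted p under 0.05. The SE of a log2 change was taken as its size divided by the square root of the F statistic, which is approximate. CPM values (counts scaled to the library total) in the text use TMM factors, principal components and correlations use log2 CPM with a prior count of 2, and the variance of each effect was tested over the 462 divisions of the libraries into 6 and 6, two-sided and exact.

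The named genes were chosen by a rule fixed before the data were examined: the largest rises and falls in log2 change among genes with an adjusted p under 0.05, a mean of at least 10 CPM and no overlap between the libraries of both groups, with at most 2 IDs per direction when no names are given. For combined stress, 4080 genes met it (1331 rose and 2749 fell). The rule allowed such genes for each comparison with control and for the interaction, and the limit on unnamed IDs restricted it to combined stress, the comparison with the most calls. That restriction was made after the calls were seen. A fold against a group at or below 3 counts in every library was computed against that floor and is a lower bound.

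Replicate numbers come from the sample titles and may not pair anything, since the groups stood in different chambers and each library was pooled from different plants. A fit with the replicate number as a block was run as an alternative, and the deviations of same-numbered libraries from their group means were correlated. The other alternatives were DESeq2 size factors, library size alone, no filter, a filter on a mean of at least 1 CPM, removal of the 10 genes with the highest counts, each library left out in turn, DESeq2 (1.42.0), limma-voom (limma 3.58.1), limma on log2(FPKM + 1) for the 31734 genes with a mean FPKM of at least 1, an adjusted p under 0.01, an absolute log2 change of at least 1, and fits of only the libraries compared. DESeq2 gives no adjusted p for genes it sets aside, which were counted as not called. Library weights in limma-voom and halved counts were added after the data were seen.

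The scripts were tested on simulated counts for 38737 genes, of which 200 were changed by a log2 change of 2. All simulated genes and groups had the same spread, no library was set apart, and the changed genes had a mean of at least 1 CPM. The recovery and false calls therefore may not hold for the real groups, which differed in spread. The edgeR fit recovered 187 of the 200 (93.5%), none in the wrong direction, with 10 false calls, and DESeq2 recovered 187 with 39 false calls. For the interaction, edgeR recovered 89 of 200, and from 61 to 77 in the 12 fits that each left out a library. The estimate of counts per independent fragment returned 20.0 for a simulated value of 20 over 21275 genes.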

Results

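The data were gene-level read counts from 12 RNA sequencing libraries of soybean pods (Glycine max, cultivar Magellan). Plants were raised for 16 to 18 days until the first flower opened and were then divided at random among 4 growth chambers, 1 for each condition. Control plants received 100% of the water available for transpiration at 28 °C by day and 24 °C by night. Water-deficit plants received 30% of that water at the same temperatures. Heat-stressed plants received 100% of the water at 38 °C by day and 28 °C by night, and plants under combined stress received 30% of the water at the higher temperatures. Each condition was represented by 3 libraries, each prepared from 10 to 15 pods pooled from 8 to 10 plants. Because each condition had its own chamber, a difference between conditions cannot be separated from a difference between chambers. The labels name no sequencing or library batch.

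Total counts per library ranged from 17310023 to 26591115. Their group means were 22621292 ± 3597516 in control, 18443194 ± 1336276 in water deficit, 19392095 ± 2565885 in heat stress and 21164771 ± 3342473 in combined stress (SD, n = 3 each). Levels are given as CPM, a count scaled by the library total. At this depth, 3 counts corresponded to between 0.113 and 0.173 CPM, taken here as the smallest abundance a library could show, and between 34370 and 37764 genes had at least 10 counts per library. The most abundant gene took between 0.646% (95% Wilson interval 0.642 to 0.649%, control replicate 3) and 2.27% (2.26 to 2.27%, heat stress replicate 1) of a library's counts. These intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules.

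The replicates were first compared with each other. On log2 CPM, Pearson correlations across genes ranged from 0.885 to 0.959 between libraries of one group, and no pair of replicates was close enough to be one library deposited more than once (chi-square per degree of freedom against counting noise from 9.74 to 38.3 over the 12 pairs). The lowest correlation within a group, 0.885, was between water deficit replicates 1 and 2. The groups also differed in spread. The common biological coefficient of variation, fitted in each group separately, was 0.246 in control and 0.256 in combined stress, against 0.431 in water deficit and 0.378 in heat stress.

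The first principal component carried 29.3% of the variance and the second 16.8%. The 3 combined-stress libraries lay together, from 90.3 to 104.4 on the first component, whereas water deficit replicate 2 lay at -192.4 and all other libraries between -57.7 and 27.9. Temperature accounted for 21.0% of the variance over all tested genes, more than in any other division of the 12 libraries into 6 and 6 (exact permutation test over 462 divisions, p = 0.00217, the smallest the design can give, Benjamini-Hochberg adjusted p = 0.00649 over 3 effects). Water supply accounted for 13.7% (exact permutation p = 0.0736, adjusted p = 0.110) and the interaction of both for 10.1% (exact permutation p = 0.242, adjusted p = 0.242), neither of them past 0.05. These divisions include ones that lie along temperature, which widens the comparison for water supply and the interaction. With labels permuted only within each temperature, a test chosen after the first was seen, water supply gave an exact permutation p of 0.020 over 200 divisions (adjusted p = 0.020 over 2 effects), and temperature permuted within each water supply gave 0.0050 (adjusted p = 0.010), the smallest these divisions can give. No such test separates the interaction from both effects. The remaining 55.3% lay between replicates.

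**Figure D1:**
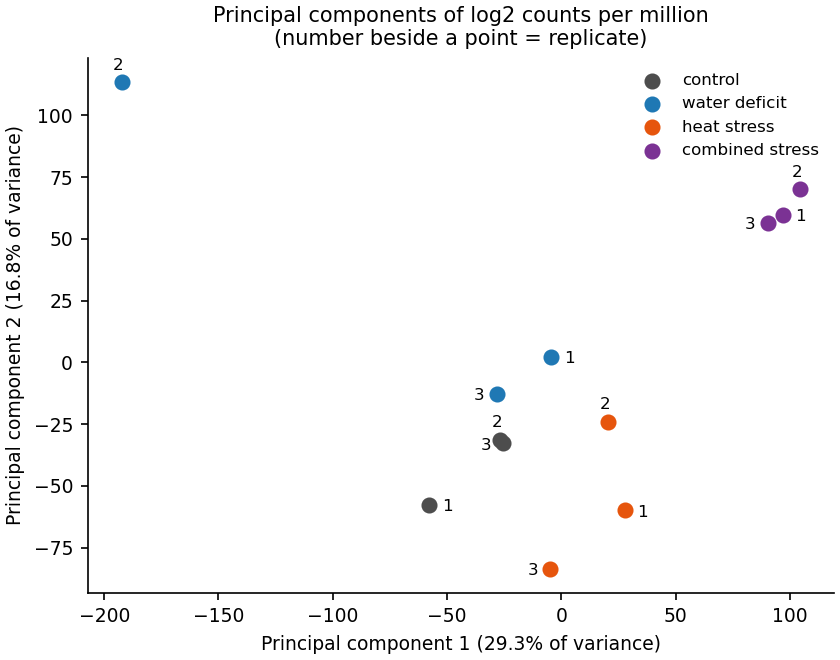
Principal components of log2 CPM, with 1 point per library, the first component (29.3% of the variance) on the horizontal axis, the second (16.8%) on the vertical axis and replicate numbers beside the points. The combined-stress libraries lie together at 90.3 to 104.4 on the first component, and water deficit replicate 2 lies apart at -192.4.

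Water deficit replicate 2 also differed from the other libraries in its low counts. Among genes with 6 to 65 counts, 87.5% of its counts were even numbers, against 59.1 to 78.8% in the other 11 libraries. Of 4493 genes with a median of 3 to 8 CPM in the other libraries, and at least 50% of that median in each of them, 56 had 0 counts in this library (1.25%), whereas at most 1 gene defined in the same way had 0 counts in any other library. The library was kept in all comparisons. Without it, edgeR called 24 genes for water deficit, 1022 for heat stress, 6599 for combined stress (each against control) and 5 for the interaction.

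**Figure D2:**
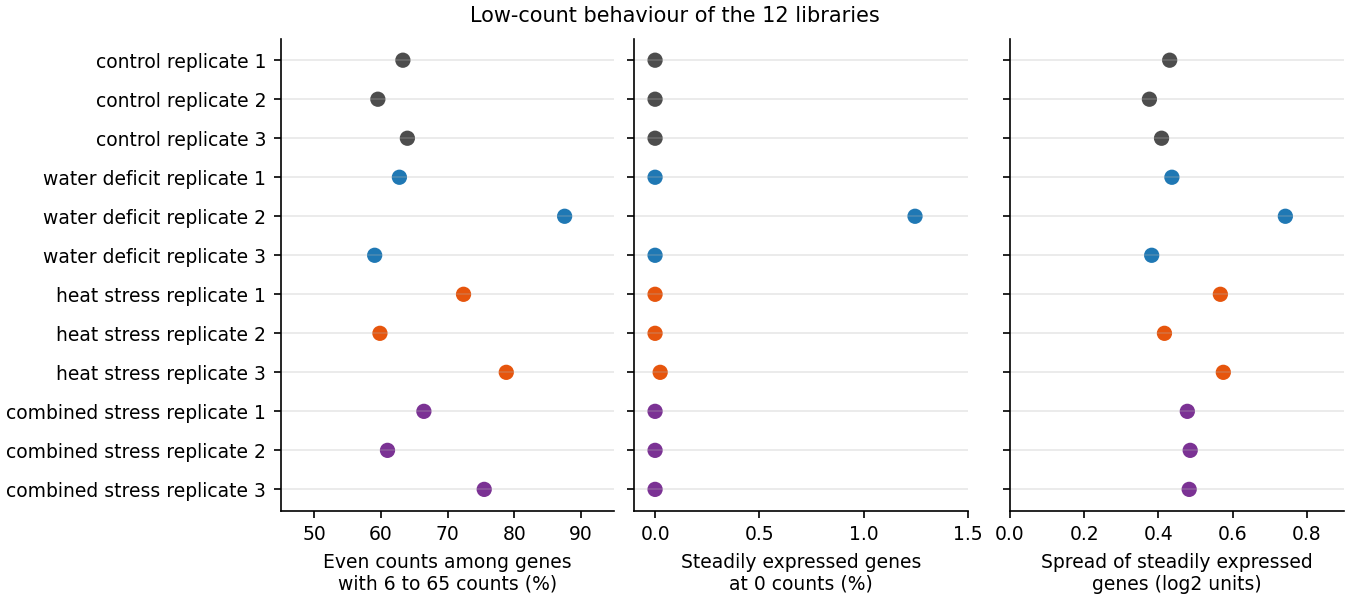
Low-count behaviour of the 12 libraries, with 1 point per library in each panel: the percentage of even counts among genes with 6 to 65 counts, the percentage of steadily expressed genes at 0 counts, and the spread of steadily expressed genes around the median of the other libraries in log2 units. Water deficit replicate 2 is highest in all 3 panels, at 87.5%, 1.25% and 0.743.

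Each stress was compared with control to ask which transcripts in pods respond to water deficit, to heat and to both at once. All comparisons used edgeR's quasi-likelihood test on 38737 genes with the 4 groups in one fit, and a gene was called when its Benjamini-Hochberg adjusted p was under 0.05. In water deficit, 37 genes were called, of which 2 were higher and 35 lower than in control. An unadjusted p under 0.05 was found for 1685 genes, no more than chance alone would give among the 38737 tested. Over 26 alternative settings the number of calls ranged from 3 (adjusted p under 0.01) to 123 (DESeq2). With the replicate number as a block in the fit, 34 genes were called, 29 of them also called without the block. Same-numbered control and water-deficit libraries did not deviate together (mean correlation of their deviations from the group means -0.106). Of the 24 calls without water deficit replicate 2, 20 were among the 37.

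In heat stress, 734 genes were called (438 higher, 296 lower), with a median absolute log2 change of 0.99. The count ranged from 265 (without control replicate 2) to 1473 (DESeq2) over the alternatives. Of the 734 calls, 224 were made in every one of the 12 fits that each left out a library. In combined stress, 5403 genes were called, or 13.9% of those tested (2086 higher, 3317 lower), with a median absolute log2 change of 0.94. The count ranged from 2452 (absolute log2 change of at least 1) to 10640 (a fit with library weights, chosen after the data were seen). Of the 5403 calls, 2405 were made in every fit that left out a library.

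The named genes are those with the largest change in combined stress under a rule fixed before the data were examined, limited to 2 in each direction because the tables give IDs without gene names. GLYMA_14G063700 had 0 counts in all 3 control libraries and 136 ± 21.7 CPM in combined stress (SD, n = 3), a level at least 890-fold higher (log2 change 14.44, SE 1.41, edgeR adjusted p = 0.000968). In heat stress it reached 47.5 ± 41.1 CPM (SD, n = 3, edgeR adjusted p = 0.00937), and in water deficit it had at most 4 counts in a library. GLYMA_04G229800 likewise had 0 counts in control and 44.1 ± 5.05 CPM in combined stress (SD, n = 3), at least 288-fold higher (log2 change 12.81, SE 1.87, edgeR adjusted p = 0.00527), with 7.83 ± 9.42 in heat stress (SD, n = 3, edgeR adjusted p = 0.0668). DESeq2 gave no adjusted p for GLYMA_04G229800. For genes at 0 in a group, the log2 change and its SE depend on the prior count of the model, and the fold against the floor is the safer measure.

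GLYMA_07G048600 fell from 40.5 ± 6.95 CPM in control (SD, n = 3) to 0 counts in all 3 combined-stress libraries, at least 235-fold lower (log2 change -12.69, SE 1.18, edgeR adjusted p = 0.000115). It had at most 1 count in the water-deficit libraries (edgeR adjusted p = 0.0127) and 6.58 ± 5.29 CPM in heat stress (SD, n = 3, edgeR adjusted p = 0.0487). GLYMA_02G028200 fell from 6414 ± 1774 to 34.2 ± 6.69 CPM (SD, n = 3 each), 187-fold lower (log2 change -7.55, SE 0.95, edgeR adjusted p = 0.00123). Its means were 643 ± 496 in water deficit and 2580 ± 1505 in heat stress (SD, n = 3 each), 9.98-fold and 2.49-fold lower than control. The log2 changes were -3.32 (SE 0.775) and -1.31 (SE 0.72). Neither passed the test (edgeR adjusted p = 0.493 in both). Even so, the highest library in water deficit (1132 CPM) and in heat stress (4009 CPM) lay below the lowest control library (4431 CPM). The interaction test did not pass for GLYMA_02G028200 (edgeR adjusted p = 0.367). For the other named genes, which had a group at 0 counts, that test could not show a departure from additivity. How reads shared between near-identical copies were counted is not stated, so levels of genes with such copies are uncertain.

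**Figure D3:**
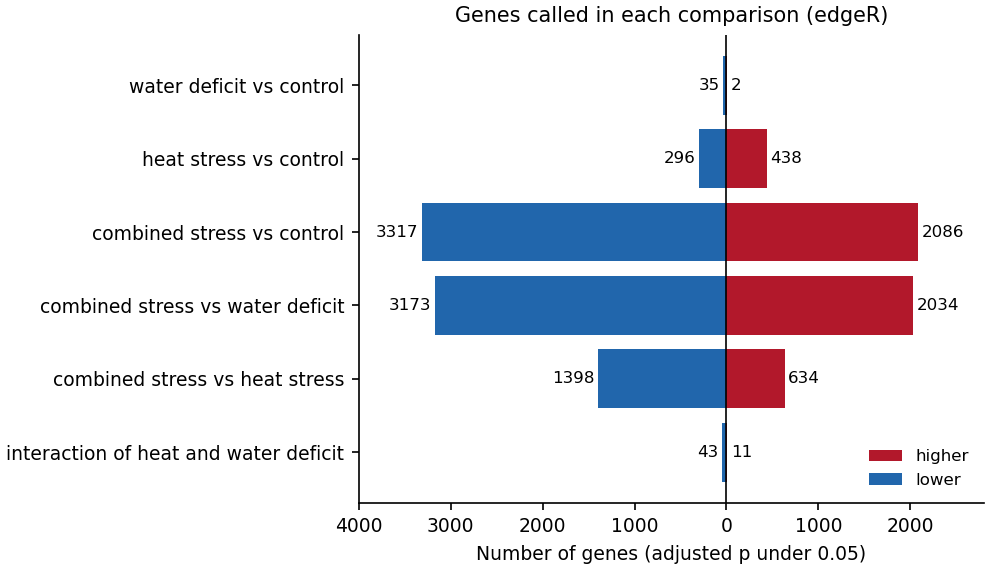
Genes called in each comparison by edgeR at an adjusted p under 0.05, with bars to the right for genes higher in the condition named first (or with a positive interaction) and bars to the left for lower ones. Combined stress against control gave 2086 higher and 3317 lower genes, and water deficit against control gave 2 and 35.

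The combined condition was next compared with each single stress. Against water deficit, 5207 genes were called (2034 higher, 3173 lower), and against heat stress 2032 genes (634 higher, 1398 lower). The balance of higher and lower calls depended on the scaling. With library size in place of composition-based factors, the calls were 2555 higher and 2539 lower against water deficit, and 820 higher and 944 lower against heat stress. Of the 37, 734 and 5403 genes called against control in the 3 stresses, 6 were called in all 3 with the same direction. Of the 734 heat calls, 586 were also called in combined stress with the same direction and 4 with the opposite direction, in tests that share the control libraries. Among the heat calls, 378 had a larger change in combined stress than in heat stress, but the test between those conditions passed for 76 with a larger and 50 with a smaller change.

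In combined stress, 4790 genes were called that were called in neither single stress (1737 higher, 3053 lower). A missing call in a single stress is not a difference from it, and 1124 of the 4790 were also called in the same direction when combined stress was compared with each single stress. Leaving out 1 library at a time, the 4790 varied from 2761 to 5901 and the 1124 from 303 to 1140.

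The last comparison asked whether the effect of heat differed between watered and water-deficit plants, that is, whether the log2 change in combined stress departed from the sum of the single-stress changes. The interaction was called for 54 genes (11 positive, 43 negative), with 4107 genes at an unadjusted p under 0.05. In 5 of the 12 fits that each left out a library no gene was called (between 3034 and 5281 genes at an unadjusted p under 0.05 over the 12 fits), and none of the 54 was called in all 12. Scaling by library size gave 10 positive and 11 negative calls. The limma-voom test called 53 genes, 43 of them among the 54. DESeq2 called 483 genes, including all 54, and limma on FPKM called 3, none of them among the 54 (3773 genes had an unadjusted p under 0.05). The number of interaction calls thus depended on the libraries included (with the filter for low counts rerun for each set), the scaling and the test.

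Effects were also compared across all tested genes through pairs of changes that share no library. The log2 change of heat against control correlated with that of combined stress against water deficit at a Pearson r of 0.348 and a Spearman rho of 0.388, across genes, which are not independent replicates. The log2 change of water deficit against control correlated with that of combined stress against heat stress at a Pearson r of 0.175 and a Spearman rho of 0.151. The first of these moved most with the filter on low counts, from 0.143 without a filter to 0.494 for genes with a mean of at least 1 CPM. Leaving out 1 library at a time gave Pearson r values from 0.209 to 0.315 for heat and from 0.0369 to 0.194 for water deficit. All of these heat values lay below 0.348. The filter for low counts was rerun in each of these fits and may have contributed.

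**Figure D4:**
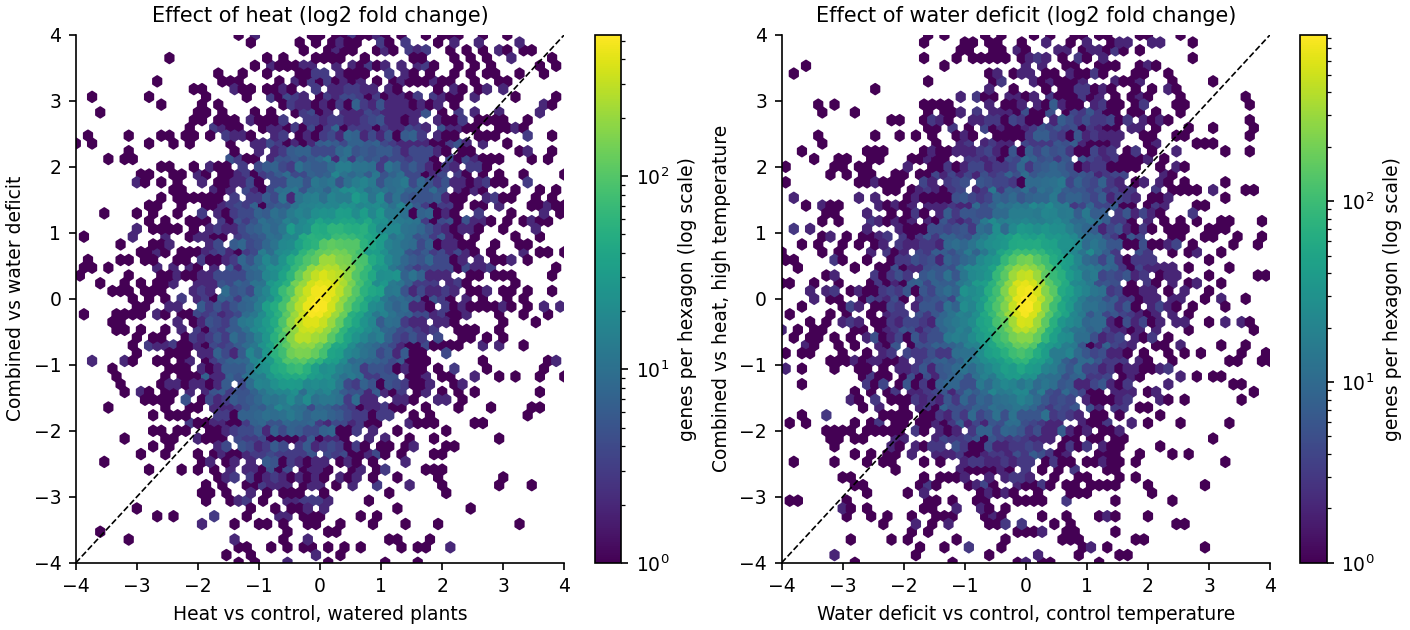
Log2 fold changes of all tested genes, as gene density on a log colour scale, with the effect of heat in watered plants against that in water-deficit plants on the left and the effect of water deficit at control against high temperature on the right; the dashed line marks equal effects. The correlation is 0.348 on the left and 0.175 on the right, and 633 and 514 genes lie beyond the axis limits of 4.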

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

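The settings that leave out a library or change the scaling were planned, but their use as tests of an explanation for the interaction count, and the simulation with a library left out, were chosen after that count had been seen. The count over other label assignments was chosen before. The effect of heat differed between watered and water-deficit plants for 54 genes by the interaction test (11 positive, 43 negative), which is why the result deserves a closer look. Of these, 53 were also called in combined stress against control, 42 of them lower and 11 higher.

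Leaving out 1 library at a time gave as few as 0 calls, with at least 3034 genes at an unadjusted p under 0.05, and as many as 146. The count fell to 0 in 5 of the 12 fits, and the libraries left out in these came from all 4 groups, so no one library is singled out as the source. Lower power with 2 libraries in a group did not give such falls in simulated counts of larger changes (log2 2) and equal spread in all groups. With 89 interactions recovered from 12 libraries, between 61 and 77 were recovered with 1 left out. The 54 real calls had a median absolute log2 change of 1.40, and 0 of them passed an adjusted p under 0.01. The simulation therefore cannot exclude lower power as a reason for the falls. It would not explain the 4 real fits that gave more calls than 54, from 86 to 146. The filter for low counts was rerun in each fit with the smaller group, so the genes tested could also change. Removing that filter with all libraries kept gave 96 interaction calls. The scaling may contribute, since library size alone gave 21 calls, all among the 54, while DESeq2's size factors gave 51. Chance in the assignment of labels is not excluded. Of 50 assignments of the labels within replicate numbers, the real one included, 9 gave as many calls as the real one, with up to 4001. Most of those follow a real stress effect and are a poor null, a point noted only after the counts were seen. Among 18 assignments that lay along heat or water deficit (alignment of at least 0.667 on a scale to 1), 7 gave as many calls, and among the 31 other assignments 1 did, with 192.

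Gene length and GC content were not tested for this result. The limma-voom test gave a similar count, 53 genes, 43 of them among the 54. Others differed: DESeq2 called 483 genes, including all 54, library weights, chosen after the data were seen, gave 182, including 50, and limma on FPKM gave 3, including 0 (3773 genes had an unadjusted p under 0.05). With 3 libraries per group, edgeR recovered 89 of 200 simulated interactions with a log2 change of 2, where all groups had equal spread. In that setting it missed many large departures from additivity. The real groups differed in spread, with a common biological coefficient of variation from 0.246 in control to 0.431 in water deficit. The recovery in the real data is therefore not known. A biological difference in the effect of heat cannot be told apart from scaling, from chance in the labels or from reliance on a few libraries. Such reliance cannot be told apart from lower power, or from the rerun filter, in the fits that left out a library.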

How the results depend on the processing

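All alternatives except library weights and halved counts were fixed before the data were examined. A count is described as changed when it differs by more than 1.5 times, and a correlation when it moves by more than its jackknife standard error over the left-out libraries. No named gene and neither correlation reversed its direction in any alternative. The balance of higher and lower calls did tip in some, as given below, and median changes of all genes, which lay close to 0, changed sign in some. The cause was not tested for any change below unless a value is given for it.

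Each of the 12 fits that left out 1 library kept at least 2 in each group. The filter for low counts was rerun in each, so the genes tested could change as well. Across them, the calls ranged from 4 to 40 for water deficit against control, from 265 to 1022 for heat stress, from 3196 to 6599 for combined stress, from 3008 to 6484 for combined stress against water deficit, from 548 to 2601 for combined stress against heat stress and from 0 to 146 for the interaction (at least 3034 genes at an unadjusted p under 0.05). Genes called in all 3 stresses ranged from 0 to 6, and genes called only in combined stress from 2761 to 5901. The correlations ranged from 0.209 to 0.315 for heat and from 0.0369 to 0.194 for water deficit. The genes called in all 12 of these fits were 3 of 37, 224 of 734, 2405 of 5403, 2265 of 5207, 462 of 2032 and 0 of 54, in the same order.

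DESeq2 gave 123 calls for water deficit, 1473 for heat stress, 3139 for combined against heat stress, 483 for the interaction and 18 in all 3 stresses. It included all 37, 734 and 54 of the edgeR calls for water deficit, heat stress and the interaction. On simulated counts with equal spread in all groups, it made 39 false calls against 10 for edgeR. The limma-voom fit called 11 genes in all 3 stresses. On log2(FPKM + 1), limma called 15 genes for water deficit and 3 for the interaction, all 3 positive and 0 of them among the 54 (3773 genes had an unadjusted p under 0.05 there), and the heat correlation was 0.489.

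Library size alone gave 21 interaction calls. No filter gave 96 interaction calls and a heat correlation of 0.143, and a mean of at least 1 CPM gave 0.494. The share of higher calls rose under library size alone from 39.1 to 50.2% for combined stress against water deficit, from 31.2 to 46.5% against heat stress (47.8% on FPKM) and from 20.4 to 47.6% for the interaction. For combined stress against water deficit, this tipped the balance from 2034 higher and 3173 lower to 2555 and 2539. The share of higher calls for combined stress against control was 38.6%, and it rose to 47.7% under library size alone, 48.2% for an absolute log2 change of at least 1, 47.0% with only the 6 libraries compared and 46.7% with library weights. Against water deficit it was also 48.9% for an absolute log2 change of at least 1, 45.9% under DESeq2 and 45.9% on FPKM. No scaling moved the median log2 change of all genes by more than 0.1.

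An adjusted p under 0.01 left 3, 267, 2709, 2456, 671 and 0 calls for the 6 tests in the order above (4107 genes had an unadjusted p under 0.05 for the interaction), 0 genes in all 3 stresses and 2486 only in combined stress. An absolute log2 change of at least 1 left 361 calls for heat stress, 2452 for combined stress, 2189 for combined stress against water deficit, 1029 against heat stress and 2174 only in combined stress. With only the 6 libraries compared in the fit, there were 18 calls for water deficit, 425 for heat stress and 9190 for combined stress.

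With the replicate block, the calls were 34, 599, 4963, 4711, 1723 and 36 in the same order, with 2 genes in all 3 stresses and 4454 only in combined stress. The correlation of same-numbered deviations was within 0.1 of 0 for all pairs of groups except control and water deficit, and averaged -0.0142, so the numbers are not shown to pair the libraries.

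Library weights, chosen after the data were seen, gave 87 calls for water deficit, 1106 for heat stress, 10640 for combined stress, 182 for the interaction, 27 in all 3 stresses and 9633 only in combined stress. Halved counts, also chosen afterwards, gave a heat correlation of 0.442. Among the other results under all alternatives, 495 values stayed the same, 36 moved and 1 lost its call, GLYMA_04G229800, for which DESeq2 gave no adjusted p. The named genes GLYMA_14G063700, GLYMA_07G048600 and GLYMA_02G028200 were called in all 24 alternatives and GLYMA_04G229800 in 23. The planned gene families were not run. Depth limits the folds of the genes at 0 counts, which are lower bounds set by the floor of 3 counts.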

Other observations

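The tests of zero counts, total count, labels and foreign RNA for water deficit replicate 2, the test of even counts and the test of scaling on the direction of calls were chosen only after the result was seen. Water deficit replicate 2 lay apart from the other 11 libraries. In 338 genes it was more than 2-fold above every other library and in 1052 more than 2-fold below every other (after adding 0.5 CPM), against at most 186 and 261 in any other library. A candidate explanation is that it holds few independent fragments, each read many times. In line with that, 1.25% of steadily expressed genes were at 0 counts there, against at most 0.0244% in any other library, and 420 genes had 1 to 4 counts, against 1130 to 3688 elsewhere. The zeros alone would correspond to 19.3 counts per fragment. When water deficit replicate 3 was redrawn in lumps of that size, its mean correlation with the 10 libraries other than these replicates fell from 0.928 to 0.871, beside 0.868 for replicate 2 with the same libraries. The redrawn library had 0 tested genes with 1 to 4 counts, though, where replicate 2 had 246, so equal lumps are too simple a description.

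Other explanations for that library were weighed. A low total count is not the reason, because its total of 17838286 counts was not the lowest, and heat stress replicate 2, with 17310023, did not lie apart. RNA from another tissue would add transcripts. Genes more than 4-fold above every other library held 0.00533% of its counts (95% Wilson interval 0.0050 to 0.00568%), below the 0.0201% in combined stress replicate 2. They numbered 15, however, against 9 in combined stress replicate 2 and 0 in each of the other control and water-deficit libraries. A large share of such RNA is thus not seen, but a small one is not excluded. RNA with a similar set of transcripts would escape this test. So would RNA from another organism, since only counts for soybean IDs are given. Correlations cannot rule out a mislabelled sample: its mean correlation was 0.896 with control and 0.893 with its own group, and with it left aside, replicate 1 was closer to replicate 3 (0.949) than to control (0.940) while replicate 3 was closer to control (0.954, or 0.949 with replicate 1). Among the named genes, GLYMA_07G048600 had at most 1 count in every water-deficit library, against 704 to 1200 in control and 28 to 226 in heat stress. GLYMA_14G063700 had at most 4 counts in water deficit, against 2616 to 3401 in combined stress. For these genes, the counts argue against a label exchanged with another group. No biological explanation was tested, since pods of 1 replicate differ from their group in no labelled way. Leaving this library out did not raise the calls for water deficit (24 in place of 37).

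Counts were mostly even in every library at low levels. Among genes with 6 to 65 counts, the share of even counts was at least 59.1%, and above 500 counts it was near 50% (at most 52.1%). This may mean that both mates of a read pair were often counted separately, so that 1 fragment adds 2 counts. If so, intervals from counting error are too narrow. Halving the counts left the interaction at 52 calls, 51 of them among the 54.

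Combined stress gave more calls than heat stress (5403 against 734). Both groups had 3 libraries, but heat stress had the larger spread. The main test used 1 estimate of spread per gene for all groups, which may favour calls in heat stress. With only the 6 libraries compared in the fit, heat stress gave 425 calls and combined stress 9190. A measure that does not depend on a threshold for calls was taken over the 18970 genes with a mean of at least 10 CPM. Their root mean square log2 change, with the variance between replicates subtracted, was 0.105 in water deficit (0 to 0.180 when 1 library was left out), 0.375 in heat stress and 0.650 in combined stress. The ratio of heat to combined was 0.577 (0.545 to 0.627) in these genes, which is below the 0.8 set beforehand for unequal spread as the whole cause. Genes of lower expression were not covered. Few independent fragments would matter least at high expression. The calls in combined stress were 91.0 times those in heat stress under 1 CPM (91 against 1), 11.8 times from 1 to 10 CPM, 7.05 times from 10 to 100 and 4.70 times at 100 or more. The last is above the 2 set beforehand, but the steady fall leaves room for some contribution of few fragments at low levels. Of the splits of the 6 libraries that part all same-numbered pairs, 1 of 4, the real one, gave as many calls for water deficit, and likewise 1 of 4 for heat stress, combined stress, combined stress against water deficit and combined stress against heat stress. The 6 other splits of each comparison put a same-numbered pair in one group, and 0 of them gave as many. With 4 splits the share cannot fall under 0.05, so these counts show little. GC content was not tested and each condition had its own chamber, so a larger response to combined stress remains a hypothesis that cannot be told apart from either.

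Calls in combined stress were more often lower than higher, and the balance followed the level of expression. The share of higher calls was 70.3% of 91 calls under 1 CPM, 56.7% of 1212 calls from 1 to 10, 34.7% of 3418 calls from 10 to 100 and 21.7% of 682 calls at 100 or more. The mean over all libraries includes the change itself. With levels taken only from the water-deficit and heat-stress libraries, a check added after the trend was seen, the shares were 85.4%, 58.5%, 33.1% and 19.1%, although those groups may carry part of the same change. Scaling cannot be told apart as an explanation of the excess of lower calls, since library size alone gave 47.7% higher, which lies closer to 50% than the jackknife standard error of the reported share, 7.95 percentage points. An absolute log2 change of at least 1 gave 48.2%, the 6 libraries alone 47.0% and library weights 46.7%. The share was 43.3% with DESeq2's size factors, 45.5% under DESeq2, 44.1% on FPKM, 34.7% at an adjusted p under 0.01 and 34.8 to 45.1% with 1 library left out, beside 38.6% in the edgeR test as reported. It thus stayed under 50% in all 26 alternatives, but in several of them by less than that standard error. Low expression is not the reason, because among genes of at least 10 CPM the share was 32.6%. Gene length, inferred from the ratio of counts to FPKM for 97.2% of tested genes, had a Spearman rho of 0.108 with the log2 change across genes, under the 0.2 set beforehand. The median inferred length was 2101 for genes called higher and 1737 for genes called lower, however, so some contribution of length is not excluded. GC content was not tested and cannot be told apart. One hypothesis is that abundant pod transcripts declined under combined stress while many scarce ones rose. A shift in the mix of tissues or in the age of the pods sampled may give the same picture. The scaling may account for the excess of lower calls, with 47.7% higher under library size, but it moves all genes of a library the same way. With levels from the water-deficit and heat-stress libraries, 85.4% were higher under 1 CPM and 19.1% at 100 or more. These shares were not recomputed under library size, and genes near the floor of counts have little room to fall. They therefore cannot decide whether scaling is the whole cause of the trend with level.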
